A study of Mus musculus with 5 samples.

How the data were processed

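Single-cell RNA sequencing was done on mammary tumours of PyMT mice, whose mammary epithelium carries the polyoma virus middle T antigen. Per the labels' protocols, the tumours were digested, viable cells were enriched, and the cells were loaded either on the 10x Genomics Chromium 3' v2 system or on BD Rhapsody with its whole transcriptome assay. The 10x system captures cells in droplets and BD Rhapsody captures them in microwells. Both attach a cell barcode and a unique molecular identifier (UMI) to each captured transcript, so that a UMI count is a count of molecules. Per the same protocols, low-quality material came from digests held overnight at 4 °C, which were processed after flow cytometry showed viability lower by at least 20%. The sample title gives this storage as 24 h. Drop-seq is mentioned in the design text and was not analysed here.

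The authors deposited 8 matrices of UMI counts per gene and cell for 5 samples. Per the file headers the entries are whole numbers, and their cell totals differ from cell to cell, so they were read as raw counts without normalisation. The aligner, the counting program, the genome build and the gene annotation are not given in the sources used here, so no coordinates are printed and genes are identified by the deposited symbols. The authors had already selected the cells. The smallest cell total was 103 UMIs in fresh 10x 1, 102 in fresh 10x 2, 1029 in stored 10x, 2577 in BD 1 and 1776 in BD 2. The gene lists hold 42562 or 32845 names, and some matrices spell symbols in the form R gives to column names. Spellings of the same symbol were merged, which left 41028 names. Before merging, 3068 of the 42562 names had another spelling among them, and 0 of the merged names held UMIs under both spellings in any matrix. After merging, 20205 genes had UMIs on both platforms, 1136 on 10x alone and 2958 on BD Rhapsody alone. The genes of the last 2 kinds held 0.184% of the 10x UMIs and 0.192% of the BD Rhapsody UMIs. A gene at 0 in every library of a platform can be a gene that the annotation of that platform lacks, so it is described as listed at 0.

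Samples were grouped by title into fresh 10x (2 samples), stored 10x (1 sample), and 2 BD Rhapsody samples. The title of the second BD Rhapsody sample says fresh while its deposited files are named for 24 h. Because these labels conflict, no storage state was assumed for it. It was kept as a group of its own, called BD 2, and it enters no group mean and no storage comparison, except in the alternatives that group it by its title. The first BD Rhapsody sample is called BD 1. For fresh 10x there are a matrix per sample and a pooled matrix. Only 762 cells of fresh 10x 1 and 720 of fresh 10x 2 are in both, with 0 differing counts. Prefixes of the pooled barcodes name the sample of each cell, but most pooled cells are not in a matrix per sample. The rule fixed in advance asked for an exact match of every pooled barcode to a sample's own barcodes and otherwise for the matrices per sample, which were used. The BD 1 matrix of 3772 cells contains 2 deposited subset matrices of 1359 and 1703 cells with identical counts, and 710 cells that are in neither subset. The subsets belong to a single deposited sample, so they were treated as parts of 1 sample. Their file names carry replicate numbers, and their barcodes carry a tag number, 2 for subset 1 and 3 for subset 2. These tags were not used to split the sample. Their counts differed with a chi-square per degree of freedom of 23.4, against 4.34 for a random split of the BD 1 cells, so whether they are separate replicates stays open.

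For each library the median UMIs per cell, the median genes per cell and the median percent of UMIs from the mitochondrial genes were computed over every deposited cell. Genes per cell were also computed at equal depth, as the number expected in 2000 UMIs drawn from each cell without replacement, leaving out shallower cells. On simulated draws the formula deviated by at most 0.129%. Shares of UMIs were computed for mitochondrial genes, ribosomal protein genes (356 names, pseudogenes included), 10 dissociation genes (Fos, Fosb, Jun, Junb, Egr1, Hspa1a, Hspa1b, Atf3, Ier2, Dusp1), Malat1, Neat1, 4 haemoglobin genes (Hba-a1, Hba-a2, Hbb-bs, Hbb-bt) and the 50 most abundant genes. Background RNA was measured with 5 epithelial genes (Krt8, Krt18, Epcam, Csn3, Wfdc18), as the median over cells of their UMIs per 10000 in macrophage-like, T-like and endothelial-like cells, set against the median in epithelial-like cells of the same library.

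Cells with at least 200 genes were clustered together across libraries in Python 3.11.15. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen within libraries and scaled within each library, and 30 principal components and 15 nearest neighbours were used for Leiden clustering at resolution 1.0 with igraph 0.11.9. This gave 24 clusters. Doublets were called per library with scrublet in scanpy 1.11.5 at an expected rate of 0.06. The caller marked 22 cells (1.06%) of fresh 10x 1, which were left out. It marked under 0.5% of each other library, and those cells were kept, so doublets remain in all libraries. Clusters were named from marker lists for 11 classes fixed in advance: epithelial, macrophage, neutrophil, T, NK, B, dendritic, fibroblast, endothelial, mural and mast. A cluster took the class whose markers reached the largest mean fraction of their highest cluster level, if at least 3 markers reached 25% of that level and were seen in 10% of its cells. A cluster stayed unnamed when it failed this, when markers of another class outnumbered its own among its top 10 genes, when its cells had under 0.333 of the median UMIs with no marker among those genes, or when at least 5 of those genes were mitochondrial. The markers were fixed in advance, but this scoring was settled after the first clusterings had been seen, because a score based on fold changes left most epithelial clusters unnamed. Of the clusters, 13 were epithelial-like, 2 fibroblast-like and 4 unnamed, with 1 for each of the macrophage-like, T-like, neutrophil-like, endothelial-like and mural-like classes.

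For tests between groups, raw counts were summed per sample over all cells, or over epithelial-like cells, since cells are not replicates. The sums were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalisation, filterByExpr, quasi-likelihood F test, Benjamini-Hochberg adjustment, threshold 0.05). The fit held all 5 libraries with a mean each for fresh 10x, stored 10x, BD 1 and BD 2. The only replicated group is fresh 10x, so the single samples are assumed to vary like that pair. This leaves 1 residual degree of freedom per gene, and the p-values rest on that assumption. Over whole libraries 16973 genes were tested, with a common biological coefficient of variation of 13.8%. In epithelial-like cells 15527 genes were tested, with a coefficient of 12.5%. A positive log2 fold change means higher in BD 1 or in stored 10x than in fresh 10x. The genes named are, per test, the 3 with the largest positive and the 3 with the largest negative log2 fold change among genes past the threshold with a mean of at least 50 CPM and the same direction against each fresh 10x sample, and the genes of the fixed lists. The same rule over genes with UMIs on both platforms was added after the data were seen. Not every gene that these rules pick is printed, since a result withheld for evaluation was left out. Where a group holds no UMI, a bound was set from 3 counts over the group.

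The procedure was tested on simulated counts in which 200 genes were changed 2-fold or 4-fold. Over whole libraries with 16973 genes, 65.5% of them were recovered in the platform comparison and 67.0% in the storage comparison, and 1.50% and 8.84% of the calls were unchanged genes. In epithelial-like cells with 15527 genes, 71.0% and 70.0% were recovered, and 3.40% and 7.28% of the calls were unchanged genes. Every simulated library was drawn from the same means with the fitted spread, apart from the changed genes. These rates therefore cannot test the assumption that single samples vary like the fresh 10x pair. Far fewer genes were changed than were called between the platforms. With 2 samples against 1, an exact permutation test of a quality value or a share cannot give a p under 0.333, so these are reported as values. Shares of cells carry 95% exact (Clopper-Pearson) binomial intervals, and ratios of UMIs carry 95% exact intervals conditional on their sum. Both cover counting error only.

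The groups, the tests, the markers, the rule for named genes and the alternatives were fixed before the data were examined, apart from the exceptions stated here and 5 alternatives added later. The alternatives were DESeq2 size factors in edgeR, the Wald test of DESeq2 1.42.0, other filters on low counts, grouping of BD 2 by its title with and without a replicate block, leaving out BD 2 or each fresh 10x sample, the subset and pooled matrices, a filter on cells (at least 500 UMIs and at most 20% mitochondrial), leaving out mitochondrial genes, other thinning depths and other clusterings. Those added later were genes with UMIs on both platforms (for the tests and for the quality values), a minimum of 2577 UMIs per cell in every library, leaving out each fresh 10x sample with BD 2 grouped by title, and the pooled matrix for class shares and background. Transcript lengths came from GENCODE M21 and synonyms of symbols from RefSeq. Both were matched by symbol, and no coordinates were taken from them.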

Results

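The series compared single-cell RNA sequencing platforms on mouse PyMT mammary tumours, a tissue of tumour, stromal and immune cells. It comprised 5 samples: 2 fresh samples on 10x Chromium 3' v2 (fresh 10x 1 and 2), 1 sample on the same platform after storage of the digest (stored 10x), and 2 samples on BD Rhapsody (BD 1, fresh, and BD 2, whose labels conflict on storage). Each deposited library was a matrix of raw UMI counts. Fresh 10x 1 held 29166129 UMIs and fresh 10x 2 held 30027178 UMIs. Stored 10x held 53381382 UMIs, BD 1 held 59957945 UMIs and BD 2 held 49966022 UMIs. The cells named below number 1915 in fresh 10x 1, 1724 in fresh 10x 2, 3445 in stored 10x, 3287 in BD 1 and 3464 in BD 2. Only fresh 10x was replicated. The questions addressed were how the platforms differ on fresh tissue (BD 1 against fresh 10x) and how storage changes a 10x library (stored 10x against fresh 10x).

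The fresh 10x samples differed by more than sampling noise. Over 14760 genes of the whole libraries their counts gave a chi-square per degree of freedom of 26.7, against 2.70 and 4.68 for the cells of each sample split at random into equal parts. They are 2 replicates by their titles. The value between the subsets of BD 1 was 23.4, so it does not by itself tell replicates from parts of a sample. Across 20205 genes with UMIs on both platforms, log2 CPM values of the fresh 10x samples had a Pearson correlation of 0.995. The correlation of stored 10x was 0.989 with fresh 10x 1 and 0.991 with fresh 10x 2. For BD 1 the correlations were 0.959 and 0.962 with the fresh samples and 0.972 with stored 10x. The BD Rhapsody libraries correlated at 0.996 with each other. Genes are not independent replicates, and these values describe the libraries.

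BD 1 had a median of 12474 UMIs per cell, above the 10208 of fresh 10x 1 and the 11274 of fresh 10x 2. The ratio to the fresh 10x mean was 1.16 ± 0.0817 (SD from the fresh 10x pair, n = 2). This ratio depended most on which cells entered: it was 1.33 among cells with at least 500 UMIs and at most 20% mitochondrial UMIs, and 1.04 when cells under 2577 UMIs were left out of every library. The median number of genes per cell was 3215.5 in BD 1, 2965 in fresh 10x 1 and 3113 in fresh 10x 2. With the same minimum of 2577 UMIs the ratio of genes, 1.06 with all cells, became 0.982, below 1. At an equal depth of 2000 UMIs per cell the medians were 989 genes in BD 1, 992 in fresh 10x 1 and 987 in fresh 10x 2, so over all cells the difference lay within the spread of the fresh pair. This hides gaps in both directions inside the classes. In the order BD 1, fresh 10x 1 and fresh 10x 2, the medians at 2000 UMIs were 990, 977 and 980 in epithelial-like cells, 1021, 903 and 914 in macrophage-like cells, 1072, 937 and 973 in T-like cells and 1080, 1072 and 1067 in fibroblast-like cells. BD 1 was lower in endothelial-like cells (1073, 1110 and 1115), mural-like cells (1056, 1095 and 1087, from 12 cells of BD 1) and unnamed cells (669, 848 and 869). Over all cells, the thinned values rest on every cell of BD 1 and on the 1897 and 1758 cells of the fresh samples with at least 2000 UMIs. The class medians rest on fewer cells. For T-like cells these were all 99 of BD 1 but 61 of 76 and 29 of 37 of the fresh samples. For unnamed cells they were all 402 of BD 1 but 36 of 100 and 85 of 140, so that gap leaves out many shallow fresh cells. With the mitochondrial filter the ratio at equal depth was 1.05.

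**Figure D1:**
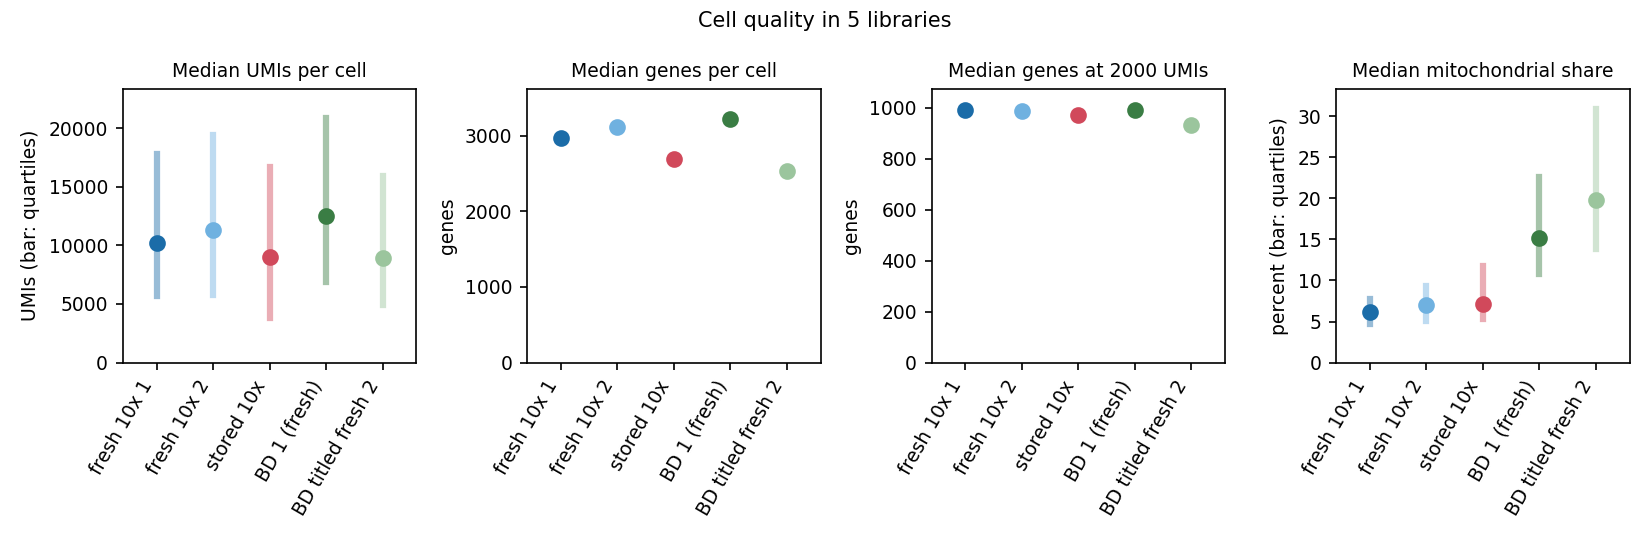
Points give, for each of 5 libraries, the median UMIs per cell, genes per cell, genes per cell at 2000 UMIs and percent of mitochondrial UMIs per cell, with quartiles as bars in the first and last panel. The medians of genes at 2000 UMIs lie between 933 and 992, while the median mitochondrial percent is 15.2 and 19.8 on BD Rhapsody and between 6.14 and 7.17 on 10x.

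The mitochondrial share was the clearest difference in quality between the platforms. The median cell of BD 1 had 15.2% mitochondrial UMIs, against 6.14% in fresh 10x 1 and 6.99% in fresh 10x 2, a difference of 8.59 percentage points from the fresh mean with a fresh SD of 0.596. Cells above 20% made up 31.6% of BD 1 (exact 95% interval 30.1 to 33.1), 3.71% of fresh 10x 1 (2.94 to 4.62) and 6.39% of fresh 10x 2 (5.34 to 7.58). The gap was not shared evenly by the 13 mitochondrial genes. In UMIs per 10000, mt-Nd3 rose from a fresh mean of 4.02 to 71.0 in BD 1, a log2 difference of 4.14, and mt-Nd4l from 3.58 to 34.3 (3.26). In contrast, mt-Co3 was at 151 in fresh 10x and 116 in BD 1 (-0.37), below both fresh samples. For mt-Atp6 the fresh mean was 183 and BD 1 had 170 (-0.11), about the value of fresh 10x 1.

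**Figure D2:**
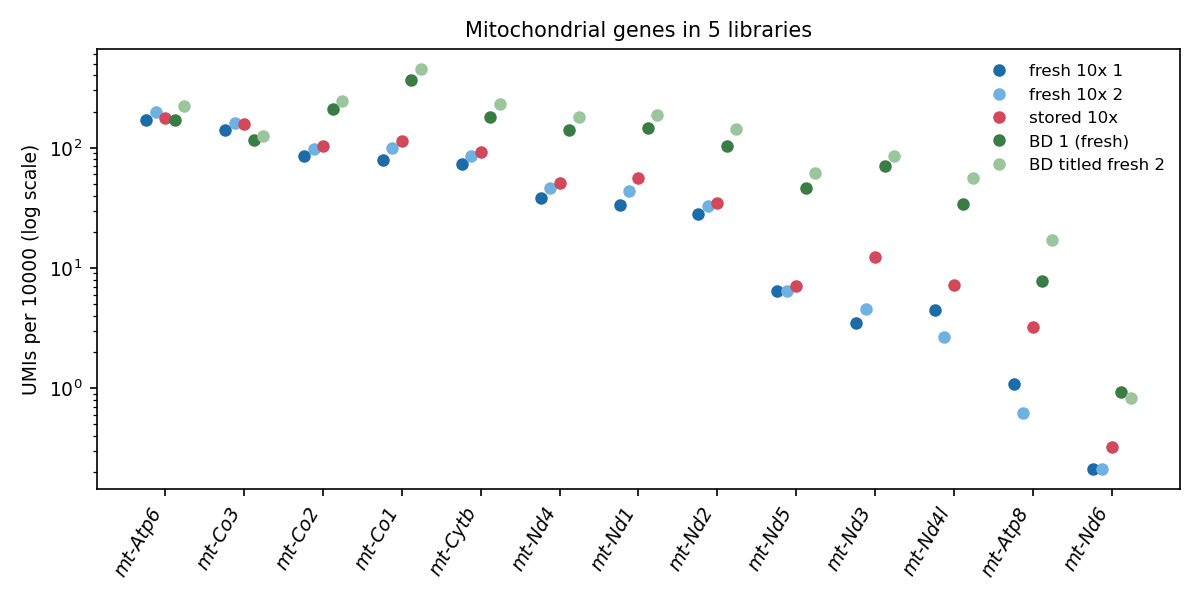
UMIs per 10000 on a log scale for each of the 13 mitochondrial genes, with a point per library (BD titled fresh 2 is BD 2) and genes in order of their mean in fresh 10x. BD 1 lies 4.14 log2 units above fresh 10x for mt-Nd3 and 0.37 below it for mt-Co3, a fall to 116 from 151.

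Other gene classes also took different shares of the UMIs. Ribosomal protein genes made up 12.1% of the UMIs in BD 1, against 19.7% in fresh 10x 1 and 19.8% in fresh 10x 2. Malat1, a nuclear noncoding RNA, made up 0.140% in BD 1, 1.11% in fresh 10x 1 and 1.31% in fresh 10x 2, and Neat1 made up 0.0194%, 0.177% and 0.133%. The 50 most abundant genes held 29.5% of the UMIs of BD 1 and 26.8% and 27.5% of the fresh 10x UMIs. This difference changed sign to -1.13 percentage points among cells with at most 20% mitochondrial UMIs. The 10 dissociation genes took 1.03% in BD 1, 1.21% in fresh 10x 1 and 1.35% in fresh 10x 2.

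Cells were grouped into classes from fixed markers, and shares are percents of the named cells of a library. Epithelial-like cells made up 79.6% of BD 1 (exact 95% interval 78.1 to 80.9), 70.8% of fresh 10x 1 (68.7 to 72.8) and 77.2% of fresh 10x 2 (75.1 to 79.2). The difference from the fresh mean, 5.55 percentage points, was close to the fresh SD of 4.52 and became -1.11 with the filter on cells. Endothelial-like cells made up 1.37% of BD 1 (1.00 to 1.83), below the 9.03% of fresh 10x 1 (7.79 to 10.4) and the 5.97% of fresh 10x 2 (4.90 to 7.20). Mural-like cells, the pericyte and smooth muscle class, made up 0.365% of BD 1 (0.189 to 0.637), 3.45% of fresh 10x 1 (2.68 to 4.36) and 3.48% of fresh 10x 2 (2.67 to 4.46). Macrophage-like cells made up 5.20% (4.47 to 6.02), 2.35% (1.72 to 3.13) and 4.12% (3.23 to 5.17) of the same 3 libraries. For T-like cells the shares were 3.01%, 3.97% and 2.15%, with BD 1 between the fresh samples. With the same minimum UMI count BD 1 was above both, at 3.01% against 2.82% and 1.40%. The T-like cluster had T and NK markers alike, and at Leiden resolution 2.0 it gave T-like shares of 1.44%, 1.58% and 0.715% and NK-like shares of 1.56%, 2.50% and 1.32%. Fibroblast-like cells made up 10.2% of BD 1, 10.2% of fresh 10x 1 and 6.96% of fresh 10x 2. They came from different clusters, however: cluster 8, led by Efemp1 and Clec3b, held 69.6% of them in BD 1 and cluster 11, led by Cilp and Thbs4, held 83.6% and 67.5% in the fresh samples. Neutrophil-like cells numbered 10, 4 and 2, too few for a comparison. The NK-like, B-like, dendritic-like and mast-like classes named 0 cells in all 5 libraries, which follows from the clustering and the naming rule and sets no limit on their shares. At Leiden resolution 2.0 dendritic-like cells made up 1.67% of BD 1, 0.204% of fresh 10x 1 and 2.09% of fresh 10x 2. With the filter on cells their shares were 2.89%, 0.107% and 1.48% in the same order, with BD 1 above both fresh samples. An unnamed cluster led by immunoglobulin, mast and dendritic genes held 1.79%, 0.943% and 2.15% of the clustered cells of these libraries.

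**Figure D3:**
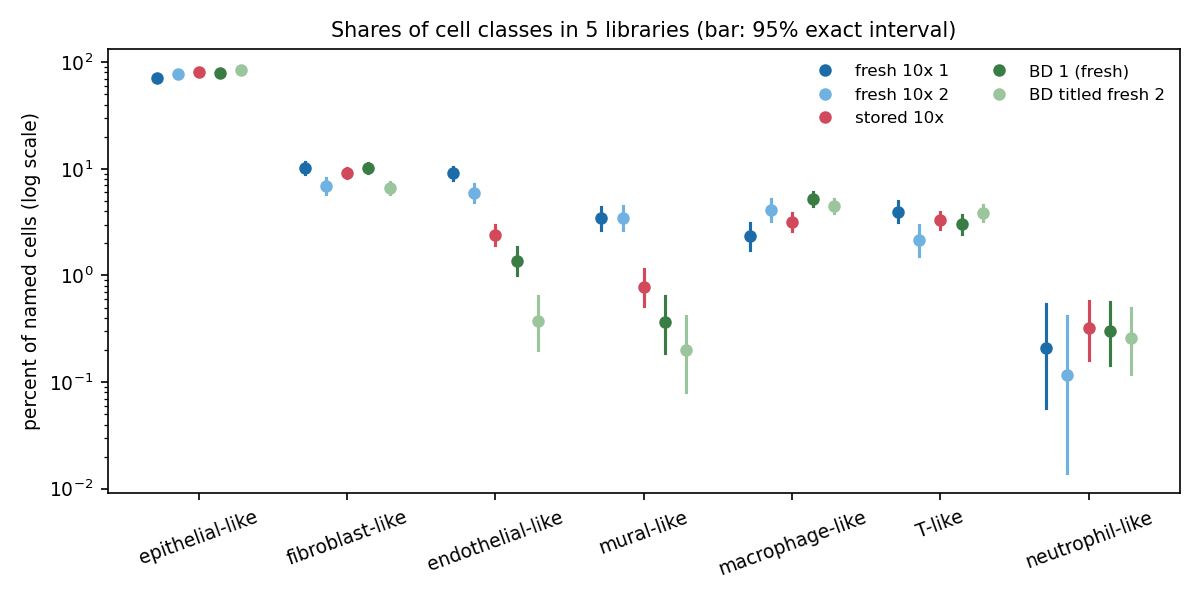
Percent of named cells in each class, on a log scale, with a point per library and exact 95% intervals as bars. Endothelial-like cells fall from 9.03% and 5.97% in fresh 10x to 2.41% in stored 10x, 1.37% in BD 1 and 0.375% in BD 2.

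Unnamed cells made up 10.9% of all clustered cells in BD 1, 4.96% in fresh 10x 1 and 7.51% in fresh 10x 2. The largest unnamed cluster had epithelial markers and, after Gm26917, Lars2, Malat1 and Gm42418, mitochondrial genes among its top 10, and it held 5.64%, 2.88% and 4.35% of the cells of these libraries. Background RNA was low on both platforms. The median macrophage-like cell carried the 5 epithelial background transcripts at 1.78% of the epithelial-like level in BD 1, 2.26% in fresh 10x 1 and 2.87% in fresh 10x 2, at median depths of 12281, 6028 and 5714 UMIs. For T-like cells the values were 2.25%, 2.39% and 4.28%, and for endothelial-like cells 2.26%, 1.44% and 2.02%.

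Between BD 1 and fresh 10x, 6571 of the 16973 genes tested over whole libraries passed an adjusted p of 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), 3418 higher and 3153 lower in BD 1. All 6571 had the same direction against each fresh 10x sample, and 3448 changed at least 2-fold. The count was lowest with the DESeq2 Wald test, at 4553. Of the called genes, 114 were listed at 0 on BD Rhapsody and 161 were listed at 0 on 10x. In epithelial-like cells 6626 of 15527 genes passed the threshold, 3378 higher and 3248 lower, and there the DESeq2 Wald test gave 3823.

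The rule for named genes picked mostly genes that each platform lists under another name. Over whole libraries, Atp5o was at least 7424-fold and Atp5mpl at least 5124-fold higher in BD 1, and Atp5o.1 was at least 8326-fold, 1110008F13Rik at least 4568-fold and 2010107E04Rik at least 3147-fold lower, with bounds from 3 counts over the group at 0. By RefSeq synonyms, 2010107E04Rik is Atp5mpl and 1110008F13Rik is Rab5if, and Atp5o.1 carries the symbol Atp5o with a suffix. In epithelial-like cells the rule picked the same 5 genes, with bounds of 6875-fold, 4742-fold, 6888-fold, 3759-fold and 2523-fold in that order. Each of these 5 genes thus has a partner name that holds UMIs on the other platform alone, so its fold is no measure of expression.

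Among genes with UMIs on both platforms, the largest increases over whole libraries were in immunoglobulin transcripts. Igkc had 47810 UMIs in BD 1 and 6 in fresh 10x, a ratio per UMI of 7867 (exact 95% interval 3614 to 21437). For Jchain, with 11691 and 3 UMIs, the ratio was 3847 (1316 to 18659), and for Igha, with 30272 and 28 UMIs, it was 1067 (738 to 1607). These UMIs sat in few cells: 9 cells held 96.3% of the Igkc UMIs of BD 1. Among the largest decreases were Rps10 with a log2 fold change of -5.48 (SE 0.171, edgeR adjusted p 0.000596) and AY036118 with -3.95 (SE 0.239, edgeR adjusted p 0.00172). In epithelial-like cells Sept2 was higher by 5.19 (SE 0.117, edgeR adjusted p 2.29e-07), Gm11808 by 4.65 (SE 0.125, edgeR adjusted p 3.85e-07) and mt-Nd3 by 3.95 (SE 0.190, edgeR adjusted p 7.44e-06). Kcnq1ot1 was lower there, at -3.79 (SE 0.164, edgeR adjusted p 3.80e-06), as was Rps10 at -5.47. Rps10 and Gm11808 belong to families with pseudogenes or near-identical copies, whose reads the counting can split differently, so their changes are uncertain. The changes of the immunoglobulin transcripts are uncertain because they rest on few cells. Of the genes with UMIs on both platforms, 47 have a synonym with UMIs on 1 platform alone. None of the genes named here is among them, but other differences between the annotations, for Sept2 as well, were not examined.

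Of the 10 dissociation genes, 4 passed the threshold over whole libraries, and 7 did when adjusted over the list alone. Lower in BD 1 were Fos (-0.51), Junb (-0.77) and Ier2 (-1.12), with edgeR adjusted p of 0.0388, 0.0252 and 0.00440, and Egr1 was higher (0.66, edgeR adjusted p 0.0162). With no filter on low counts Fos did not pass (-0.48, edgeR adjusted p 0.0507). Malat1 was lower by -3.25 and Neat1 by -3.14 on the log2 scale (edgeR adjusted p 0.00178 and 0.00223). Among the 8 epithelial markers 7 passed, 6 of them lower, including Krt18 at -1.54, Krt8 at -0.93 and Epcam at -0.52, and 8 passed when adjusted over the list alone. Epcam did not pass with no filter on low counts (-0.49, edgeR adjusted p 0.0545), and its log2 fold change was -0.40 without fresh 10x 1. Of the 5 epithelial background genes, 3 passed, and 4 when adjusted over the list alone. All 7 endothelial markers were lower by both adjustments. Of the 6 mural markers 4 were lower and 1, Notch3, was higher, by both adjustments. Higher by both adjustments were 4 of 7 macrophage, 5 of 7 neutrophil, 3 of 8 T, 2 of the 3 tested B, 2 of 6 dendritic and 5 of 5 mast markers, while 1 of 5 NK markers was lower. The mast markers Cpa3, Mcpt4 and Tpsb2 had 0 UMIs in fresh 10x and 664, 1164 and 660 in BD 1. Of the fibroblast markers 2 of 6 passed and 3 when adjusted over the list alone, all higher, and 2 of the 4 haemoglobin genes were higher by both adjustments.

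Storage was examined on the 10x platform. Stored 10x had a median of 9014 UMIs and 2696.5 genes per cell, below both fresh samples. The ratio to the fresh mean was 0.839 ± 0.0590 (SD from the fresh 10x pair, n = 2) for UMIs and 0.887 ± 0.0306 for genes. With cells under 2577 UMIs left out of every library the ratios were 0.961 and 0.963. At 2000 UMIs per cell the median was 969 genes, from 3487 cells, a ratio of 0.979 to the fresh mean with an SD of 0.00342. The median mitochondrial share was 7.17%, above the fresh mean by 0.606 percentage points, which is about the fresh SD of 0.596. The cells above 20% mitochondrial UMIs made up 14.3% of stored 10x (exact 95% interval 13.2 to 15.4), more than the 3.71% and 6.39% of the fresh samples. Ribosomal protein genes took 21.0% of the UMIs, Malat1 2.07%, Neat1 0.207%, the dissociation genes 1.10% and the 50 most abundant genes 28.7%. Haemoglobin genes took 0.0947%, against 0.00192% and 0.00640% in fresh 10x and 0.0112% in BD 1, and 21 cells held 97.6% of those UMIs in stored 10x. Among the mitochondrial genes, 3 stood apart per 10000 UMIs: mt-Atp8 rose by 1.91, mt-Nd3 by 1.63 and mt-Nd4l by 1.02 on the log2 scale.

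In stored 10x, epithelial-like cells made up 80.8% of the named cells (exact 95% interval 79.5 to 82.1), 6.84 percentage points above the fresh mean with a fresh SD of 4.52. Endothelial-like cells made up 2.41% (1.92 to 2.98) and mural-like cells 0.784% (0.517 to 1.14), both below the fresh samples. Macrophage-like cells made up 3.19% and T-like cells 3.28%, each between the fresh values. The share of fibroblast-like cells was 9.17%, and cluster 8 held 70.6% of them, as in BD 1 and unlike fresh 10x. Unnamed cells made up 12.9%, including 8.82% in the unnamed cluster with mitochondrial genes among its top 10. Background RNA was higher than in fresh 10x: the median macrophage-like cell carried epithelial transcripts at 5.22% of the epithelial-like level at a median depth of 5796 UMIs, 2.65 percentage points above the fresh mean with a fresh SD of 0.432. The T-like value was 5.84% and the endothelial-like value 4.42%.

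Over whole libraries 25 genes passed the threshold between stored and fresh 10x (edgeR quasi-likelihood test), 19 higher and 6 lower, each in the same direction against both fresh samples. The count depended on the processing, from 2 genes with no filter on low counts to 351 with the DESeq2 Wald test. Igkc had 8193 UMIs in stored 10x against 6 in fresh 10x, a ratio of 1514 (exact 95% interval 695 to 4127), and a single cell held 92.0% of them. For Jchain the ratio was 520 (178 to 2527) and for Igha 204 (141 to 307). Rgs5 was lower, with a log2 fold change of -2.52 (SE 0.129, edgeR adjusted p 0.0393), as were Tagln at -2.31 (SE 0.136, edgeR adjusted p 0.0393) and Acta2 at -1.73 (SE 0.134, edgeR adjusted p 0.0465). Rgs5 is a mural marker and the mural-like share fell as well. When 1 fresh sample was left out and BD 2 was grouped by its title, 41 genes passed without fresh 10x 1 and 9 without fresh 10x 2. Rgs5 then had an adjusted p of 0.102 and 0.108 and Acta2 of 0.0969 and 0.108, while Tagln still passed (edgeR, Benjamini-Hochberg). Over all alternatives the adjusted p of Rgs5 and Tagln reached 0.118 and that of Acta2 0.154.

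In epithelial-like cells, 223 genes passed between stored and fresh 10x, 176 higher and 47 lower (edgeR quasi-likelihood test). With BD 2 grouped by its title, the count was 1655 without fresh 10x 1 and 1534 without fresh 10x 2. Rps28 rose by 2.39 (SE 0.177, edgeR adjusted p 0.00176), mt-Atp8 by 1.78 (SE 0.285, edgeR adjusted p 0.0304) and Rps29 by 1.71 (SE 0.150, edgeR adjusted p 0.00398). The largest decreases were in 2310057J18Rik at -1.39 (SE 0.180, edgeR adjusted p 0.0148), Car6 at -1.18 (SE 0.203, edgeR adjusted p 0.0358) and Hist1h2bc at -1.07 (SE 0.116, edgeR adjusted p 0.00897). 2310057J18Rik is among the leading genes of epithelial clusters 3 and 18, and Car6 of clusters 3 and 6. Cluster 3 held 13.9% and 14.5% of the epithelial-like cells of fresh 10x and 10.2% of those of stored 10x, and cluster 18 held 10.1%, 2.55% and 1.76%. Cluster 6 went the other way, with 2.14%, 3.23% and 7.11%. The epithelial-like sums thus mix clusters in different shares. With a filter at a mean of 10 CPM the count was 32, and mt-Atp8, 2310057J18Rik and Car6 did not pass. Over the alternatives the adjusted p of mt-Atp8 ranged from 3.70e-05 (edgeR, without fresh 10x 1) to 0.568 with the DESeq2 Wald test, and it was 0.0906 with BD 2 grouped by title and no replicate block (edgeR) and 0.0599 with the same minimum UMI count (edgeR). That of Car6 ranged from 6.22e-07 (edgeR, without fresh 10x 1) to 0.130 with the pooled matrix (edgeR, log2 fold change -0.88), and it was 0.0682 with the same minimum UMI count (edgeR). That of 2310057J18Rik ranged from 6.44e-09 (DESeq2 Wald test) to 0.0618 (edgeR, mean of 10 CPM). Ribosomal protein genes have many pseudogenes, so the changes of Rps28 and Rps29 are uncertain in size.

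Of the fixed lists, the 10 dissociation genes gave 0 edgeR calls over whole libraries and 0 when adjusted over the list alone, with 1 gene at an unadjusted p under 0.05 and 0 called by DESeq2. Among the 7 endothelial markers 0 passed in edgeR over all genes, but 7 passed when adjusted over the list alone, 7 had an unadjusted p under 0.05 and DESeq2 called 7, all lower. Of the 6 mural markers 1 passed over all genes and 5 when adjusted over the list alone, all lower. In edgeR, each of the following lists gave 0 calls over all genes. Adjusted over the list alone, and equally at an unadjusted p under 0.05, edgeR had 4 of 7 neutrophil markers, 4 of 5 mast markers, 4 of 4 haemoglobin genes, 2 of 8 epithelial markers, 1 of 5 epithelial background genes and Malat1 as higher, and 1 of 5 NK markers as lower. DESeq2 called 1, 4, 3, 2, 1, 1 and 0 of these lists' genes in that order. For the fibroblast markers 1 of 6 was higher when adjusted over the list alone, 2 had an unadjusted p under 0.05 and DESeq2 called 1. The macrophage, T and B markers gave 0 calls by edgeR with either adjustment, 0 at an unadjusted p under 0.05 and 0 by DESeq2. The dendritic markers gave 0 calls by edgeR with either adjustment, 1 at an unadjusted p under 0.05 and 0 by DESeq2.

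BD 2 is reported as values. Its median was 8926 UMIs and 2534 genes per cell, with 933 genes at 2000 UMIs over 4179 cells. The median mitochondrial share was 19.8%, and 49.3% of its cells were above 20%. Epithelial-like cells made up 84.2% of its named cells, endothelial-like cells 0.375%, mural-like cells 0.202%, fibroblast-like cells 6.61%, macrophage-like cells 4.50% and T-like cells 3.87%, and 15.1% of all clustered cells were unnamed. Ribosomal protein genes took 12.5% of its UMIs, Malat1 0.194%, Neat1 0.0187%, dissociation genes 0.934% and haemoglobin genes 0.0215%. The median macrophage-like cell carried epithelial transcripts at 1.57% of the epithelial-like level.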

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

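Among the tests given here, those on haemoglobin in few cells and on other cell classes in BD 2 were chosen only after the result was seen. The tests on storage and on depth in BD 2 were planned.

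BD 2 is in neither group of the report's platform and storage comparisons, except in the alternatives that group it by its title. Mitochondrial genes took 20.1% of its UMIs, above the 15.9% of BD 1 and the 6.64% and 7.77% of fresh 10x. A different mix of classes is argued against, since inside epithelial-like cells the median mitochondrial percent was still 3.61 percentage points above that of BD 1. Its median cell had 2534 genes, against 3215.5 in BD 1, and at 2000 UMIs 933 against 989. Fewer UMIs per cell are thus not the whole cause, since a gap of 56.4 genes is seen at that equal depth. The UMIs drawn include mitochondrial ones, so this gap is not separate from the mitochondrial share. Among cells with at least 500 UMIs and at most 20% mitochondrial, the gap was smaller, with 1014 genes in BD 2 against 1038 in BD 1. Gaps at different depths are on different scales, so how much of the gap depth accounts for was not estimated. Storage before loading is a candidate explanation, as the file names give 24 h while the title says fresh. If it were the cause, the differences of BD 2 from BD 1 should go with those of stored from fresh 10x. Across 8173 genes in epithelial-like cells their correlation was -0.130, against 0.0881 between the subsets of BD 1, and over whole libraries it was 0.0752 against 0.0939. Genes are not independent replicates. Storage, tumour and library cannot be told apart here, because BD 2 is a single library with conflicting labels and storage could act differently on each platform. No biological explanation was tested.

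The other signal is in the 710 cells of BD 1 that belong to neither deposited subset. Haemoglobin genes took 0.0429% of their UMIs, against 0.00490% in the subset cells. The UMIs sat in very few cells: 2 cells with at least 100 haemoglobin UMIs held 99.1% of the 4270. A candidate explanation is that these 2 cells are red blood cells or carry one, which the difference in shares would then reflect. The small number of such cells gives no basis for a difference between the sets of cells, and no biological explanation was tested.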

How the results depend on the processing

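Tests without a fresh 10x sample, with a minimum of 2577 UMIs in every library, with genes that have UMIs on both platforms and with the pooled matrix for class shares were chosen only after the data were seen. Of the recomputed counts of changed genes, 41 were within 1.5 times the reported count and 17 were not. For BD 1 against fresh 10x over whole libraries all were, from 4553 to 9523. In epithelial-like cells the DESeq2 Wald test gave 3823 genes, 3819 of them among the 6626.

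The storage counts depended on the processing. Over whole libraries, against 25 genes, 67 passed with DESeq2 size factors, 351 with the DESeq2 Wald test, 300 with the pooled fresh 10x matrix and 43 with the same minimum UMI count, and all 25 were among each of these. No filter on low counts gave 2, a mean of at least 10 CPM gave 3, and grouping BD 2 by title gave 13, of which 10 were among the 25. Leaving out a fresh 10x sample gave 9 (without fresh 10x 2, 3 shared) to 41 (without fresh 10x 1, 8 shared). In epithelial-like cells, against 223 genes, the DESeq2 Wald test gave 140 (131 shared), no filter 538 (223 shared), 10 CPM 32 (32 shared), the pooled matrix 375 (209 shared) and the same minimum UMI count 127 (127 shared). Leaving out a fresh 10x sample gave 1534 (without fresh 10x 2, 221 shared) to 1655 (without fresh 10x 1, 220 shared). Those fits take the spread from the BD pair, and the lone fresh sample is assumed to vary like it. In the reported design, leaving out a fresh sample leaves no residual degree of freedom and hence no test. Except for these fits, whose spread has another source, the cause was not tested.

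For the named and listed genes, 866 recomputed tests kept their side of the threshold, 34 lost the threshold and 21 gained it. Among tests that passed in the reported fit or in the alternative, 0 changed direction. Changes of direction among tests that passed in neither were not counted. All 6 genes named for storage over whole libraries lost it under at least 1 alternative. A replicate block over the title's replicate numbers gave 9523 and 8580 genes for the platform, against 9053 and 8623 for the same grouping without it. The fit with the block also left out stored 10x, so these counts do not isolate the block. The replicate numbers pair only 2 samples per platform, with correlations of 0.267 and 0.101 across genes, and show no more than a shared number.

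With the filter on cells (at least 500 UMIs and at most 20% mitochondrial) the ratios of BD 1 to fresh 10x became 1.33 for median UMIs, 1.18 for genes and 1.05 for genes at equal UMIs. The mitochondrial difference became 5.89 percentage points, which the filter itself limits. The epithelial-like difference reversed to -1.11 and that of the 50 most abundant genes to -1.13. For stored 10x the 3 ratios became 0.926, 0.948 and 0.984. With the same minimum UMI count the ratios of UMIs and genes became 1.04 and 0.982 for BD 1, the latter reversed, and 0.961 and 0.963 for stored 10x, since this removes shallow cells of the 10x libraries and none of BD 1. Subset 2 of BD 1 gave 1.10 for genes, 1.00 for genes at equal UMIs and 7.75 for the mitochondrial difference. Thinning to 1000 or 4000 UMIs gave 0.993 and 1.00 for BD 1 and 0.975 and 0.986 for stored 10x. The storage difference in background became 3.25 at Leiden resolution 0.5 and 3.53 with each library clustered alone. Apart from what the minimum and the filter do by construction, the cause was not tested.

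Reversed as well were the haemoglobin share of subset 1 of BD 1 (-0.00353), the neutrophil-like share with the pooled matrix (-0.0231 for BD 1 and -0.00223 for stored 10x, from a few cells) and the unnamed share of BD 1 with each library clustered alone (-4.13). For these the cause was not tested. Of the remaining values, 91 of the main ones and 165 others moved by less than the spread of the fresh pair, and 38 others moved by more. A change of sign was counted as a reversal only where the reported difference was above that spread, so these values can include changes of sign. For T-like cells with each library clustered alone, BD 1 had 2.66%, above the 2.47% and 0% of the fresh samples. Restricting genes to symbols shared by every file gave no value. The classes with 0 named cells depend on the clustering, since fresh 10x 1 had 2.50% NK-like cells at Leiden resolution 2.0 and 2.63% when clustered alone. The neutrophil-like class had 4 and 2 cells in fresh 10x, and 11 and 2 with the pooled matrix, too few for a comparison.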

Other observations

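Tests chosen only after the result was seen were those on damaged cells, on transcript length, transcripts under 500 nt and ribosomal protein genes, on gene names, on haemoglobin and immunoglobulin in few cells, and on differences shared by stored 10x and BD 1. The test with the same minimum UMI count, on endothelial-like and mural-like cells, was also chosen only after the data were seen. The others were planned.

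The higher mitochondrial share of BD 1 was examined against damage and against cell classes. The 13 genes moved by unequal amounts, from -0.37 to 4.14 on the log2 scale, with an SD of 1.28 against 0.39 between the fresh samples. This argues against damage as the whole cause if damaged cells keep all mitochondrial transcripts alike, and damage as a part of it stays open. Inside epithelial-like cells the gap was 8.62 percentage points, which argues against other cell classes. A difference of the chemistries in how they capture single mitochondrial transcripts may remain, as may tumour or batch, and neither was tested. No biological explanation was tested.

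Endothelial-like and mural-like cells together made up 12.5% and 9.45% of the named cells in fresh 10x, 3.19% in stored 10x and 1.73% in BD 1. The libraries differ in the smallest cell total they hold, but with the same minimum UMI count the gap to fresh 10x was still 7.88 percentage points for BD 1 and 7.30 for stored 10x. Cells left in unnamed clusters are argued against for BD 1, because the 13 endothelial and mural markers were lower over the whole library too, with a median log2 change of -2.14, although Notch3 was higher by 0.97. Tumour piece, digestion and batch may each give such a gap and were not tested. For stored 10x a loss of these cells during storage stays open as the explanation that the design names. The low share in BD 1, which is fresh, shows that storage is not needed for one.

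Genes with short transcripts were higher in stored 10x than in fresh 10x. In epithelial-like cells the 22 genes whose longest transcript is under 500 nt, ribosomal protein and mitochondrial genes left out, rose by a median of 0.62 on the log2 scale. The median was 0.25 for 500 to 600 nt, 0.00 for 600 to 700 nt and -0.17 for 700 to 1000 nt. Between the fresh samples the same short genes differed by -0.01. Ribosomal protein genes alone are argued against, since without them the median was 0.43 in macrophage-like cells and 0.97 in fibroblast-like cells (clusters 8 and 11) as well. A trend over the whole range of lengths is argued against by a rank correlation of -0.0121 with transcript length in epithelial-like cells. Better recovery of transcripts under 500 nt, for example in library cleanup, is a candidate explanation. In BD 1 the short genes had a median change of 0.54 in epithelial-like cells, where 59.1% of them were higher, 0.59 in fibroblast-like cells and -0.05 in macrophage-like cells. Genes of 700 to 1000 nt had the lowest medians of the length ranges there, -0.56, -0.87 and -0.75 in the same order. Against these neighbours in length the short genes stood higher in each class. Longer genes stood higher too: at 2500 to 5000 nt the medians were 0.27, 0.27 and 0.58. The rank correlation of the BD 1 change with transcript length was 0.157, 0.181 and 0.240 in that order. The BD 1 change was thus not particular to short genes. A low recovery of short transcripts in the fresh 10x libraries may also explain the rise in stored 10x, and these values decide nothing between the explanations. The changes of Rps28, Rps29, mt-Atp8, mt-Nd3 and mt-Nd4l may have the same source.

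Stored 10x and BD 1 shared differences from fresh 10x. With stored 10x set against 1 fresh sample and BD 1 against the other, so that no control library was in common, the 6 correlations across genes in epithelial-like, macrophage-like and fibroblast-like cells (clusters 8 and 11) were at least 0.252. Among genes longer than the median they were at least 0.225, which argues against transcript length as the whole cause. The classes also mix clusters in different shares: cluster 8 held 16.4% and 32.5% of the fibroblast-like cells in fresh 10x, 70.6% in stored 10x and 69.6% in BD 1. Inside the 12 single clusters with at least 30 cells in each of these libraries, the 24 correlations were 0.194 to 0.353. This argues against the mix of clusters as the whole cause. A part played by it stays open, since in fibroblast-like cells the values were 0.506 and 0.492 over both clusters and 0.196 to 0.303 inside single ones, where fewer cells may also lower a correlation. Something particular to both fresh 10x libraries, such as tumour or batch, is a candidate explanation, and the design holds no other fresh 10x library to test it on. Under it, part of what separates stored from fresh 10x, or BD 1 from fresh 10x, would be due to neither storage nor platform. Genes are not independent replicates, and these values carry no p.

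Of the genes called between platforms over whole libraries that had no UMI on one of them, 41.5% had a synonym with UMIs on the other platform alone. Different gene names or annotations may thus account for these. The remainder had no such partner, and what separates them was not tested.

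Haemoglobin transcripts were higher in stored 10x, but 21 cells with at least 100 of them held 97.6% of the 50541 UMIs, which argues against free RNA as the main source. In epithelial-like cells haemoglobin was at 0.211 UMIs per 10000, against 0.0344 and 0.137 in fresh 10x, so a small part may be free RNA. For Igkc, a single cell of stored 10x held 92.0% of the UMIs, and the remainder was spread over other cells, 562 cells in all having a UMI. A few plasma-cell-like cells, whose class was not among those fixed in advance, may thus explain the change. No biological explanation was tested for either.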
